A study of Mus musculus with 38 samples.

How the data were processed

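RNA sequencing data were analysed from 38 libraries of mouse intestinal epithelial cells, each from 1 animal of the C57BL/6 strain per the labels. The series text names colon tissue, whereas the sample labels name isolated intestinal epithelial cells. KO denotes mice in which a floxed Hk2 allele is deleted by Cre recombinase under the Villin promoter, and WT denotes littermates with floxed Hk2 alleles, which the authors used as controls. Per the labels, colitis was induced with 1.5% dextran sodium sulfate (DSS) in male mice aged 10 to 12 weeks, and mice for basal phenotyping were 9 to 11 or 86 to 92 weeks old. The labels do not say which of these ages the day 0 mice had. Libraries were grouped by the genotype and the day of experiment in the labels, and each library is named by its title in the labels, which gives the day, the genotype and the animal number (d0_WT_31, for example).

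The deposited files hold raw counts per gene, as whole numbers that the authors neither normalised nor filtered. Per the file headers, the authors made these counts with featureCounts 1.6.2 on aligned paired-end reads, with the strand of the reads ignored. No option for reads that map to several places or overlap several genes is set in the command line, and 1 distinct command was found over all 76 files. Per the labels, the libraries were made with a stranded mRNA kit and sequenced as pairs of 50 bases on a NovaSeq instrument, with an average of 23 M reads. The aligner, the genome build and the annotation release are not stated. Of the 46078 gene identifiers in the files, 45143 are in GENCODE release M21 of the GRCm38 build and 37581 have the same start and end there, so coordinates below are those in the files and gene types are from that release. Each library has 2 lanes, whose counts were summed; the correlation of log counts between the lanes of a library was at least 0.989.

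Total counts ranged from 10.5 to 60.6 M counts per library, with a median of 43.2 M. The smallest level that a library could show, taken as 3 counts of its total, was 0.0495 to 0.286 CPM (counts per M, that is mega, total counts). Intervals for shares of counts are 95% Wilson intervals, and intervals and floors cover counting error only. Folds against a group whose libraries all had 3 counts or fewer are given as lower bounds. They are the mean of the other group over the TMM-scaled level of 3 counts in that group. This level was 0.0789 CPM in KO day 7 to 0.332 CPM in KO day 0. The bounds need not hold for each library.

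Gene tests used the edgeR 4.0.16 quasi-likelihood test with TMM scaling and its filter on expression by group, on the compared groups alone, under R 4.3.3. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. KO was compared with WT on days 0, 3 and 7, and over all days in a model with day and genotype. Days were compared within each genotype, and the change of the genotype difference between days was tested as an interaction. Standard errors (SE) of log2 fold changes were taken from the fold change and its F statistic. CPM of single genes are TMM-scaled and given as mean ± SD.

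Scores are means of log2 CPM (prior count 2) over lists of inflammation, immune, epithelial and stromal genes. They were compared with exact two-sided permutation tests of the difference in means, adjusted over the 12 comparisons between genotypes and separately over the 2 comparisons of day 7 with day 3. Glycolysis, oxidative phosphorylation and cell death lists were tested with camera in limma 3.58.1, with the correlation between genes estimated from the data and p adjusted over 9 tests. The lists, groups, comparisons, tests, named genes rule and all alternatives except the small intestine covariate were chosen before the data were examined.

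The rule for named genes took, for each comparison, up to 2 genes in each direction with the largest absolute log2 fold change. They had to have an adjusted p under 0.05, a mean log2 CPM of at least 2, a symbol, and every library of each group on its own side of the median of the other group. For interactions it took up to 2 genes with the smallest p, an adjusted p under 0.05 and the same minimum level. Hk2, Ppif and members of the lists were also named by the rule. Not every gene that met the rule is given in the text.

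Alternatives were DESeq2 1.42.0 size factors in edgeR, the DESeq2 Wald test, no filter beyond a total count above 0, a mean CPM of at least 1, lane 1 alone, robust dispersions, a fit of all 38 libraries, removal of mitochondrial-genome and immunoglobulin genes, and covariates for the immune score, the sex and the small intestine score. Further alternatives were an absolute log2 fold change of at least 1, a prior count of 0.5, means of z-scores, a fixed correlation of 0.01 between genes in camera, and leaving out each replicate in turn. Results of models across genes were also recomputed for 100 splits of the libraries into groups of the same sizes.

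The procedure was tested on simulated counts with the group sizes of the study, in which 200 genes changed by 2 on the log2 scale. It recovered 98.5 to 100% of them over 5 comparisons, and 1.48 to 8.26% of its calls were false. Every simulated gene had the same dispersion of 0.1, and the changed genes were drawn from those with higher counts. No outlying library was simulated, so these shares do not give the power or the false calls of the real comparisons. Of random gene lists, 3% had a camera p under 0.05. Of 400 comparisons of random normal numbers, in place of scores, 4.25% had an exact p under 0.05. The exact permutation test keeps this level by construction, so that value does not test the real scores. Pseudogene sequences were compared with transcripts by BLAST 2.17.0. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest. No library was left out of the main comparisons. Splicing, transcript isoforms and the strand of transcription were not analysed, because the files hold only unstranded totals per gene.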

Results

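Gene expression was measured by RNA sequencing in epithelial cells of KO mice, in which Hk2 was targeted for deletion in the intestinal epithelium, and of littermate WT mice before and during DSS colitis. The series title concerns hexokinase 2, mitochondrial metabolism and cell death in colitis. The groups were WT day 0 (n = 4), KO day 0 (n = 5), WT day 3 (n = 7), KO day 3 (n = 8), WT day 7 (n = 7) and KO day 7 (n = 7). Total counts, in M (mega) counts, were 12.7 to 44.9 M in WT day 0 and 10.5 to 17.5 M in KO day 0. They were 26.7 to 50.1 M in WT day 3, 27.6 to 47.6 M in KO day 3, 25.2 to 54.1 M in WT day 7 and 37.6 to 60.6 M in KO day 7. Between 19084 and 25830 genes were detected per library.

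Day 0 libraries differed in kind from those of days 3 and 7, and carried another series prefix in their names. Histone genes took 0.266 to 0.413% of the total count in the 9 day 0 libraries and 0.012 to 0.0541% in the others. For the day 0 library with the lowest share, d0_KO_32, the 95% Wilson interval was 0.264 to 0.269%, and for the later library with the highest share, d3_WT_486, it was 0.0534 to 0.0548%. Mitochondrial ribosomal RNA took 6.25 to 45.6% in day 0 libraries and 0.352 to 3.95% in the others. All day 0 libraries were in one series and all others in the other, so day 0 and the library series cannot be told apart in any comparison with day 0. Comparisons of KO with WT within a day, and of day 7 with day 3, were within one series.

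**Figure D1:**
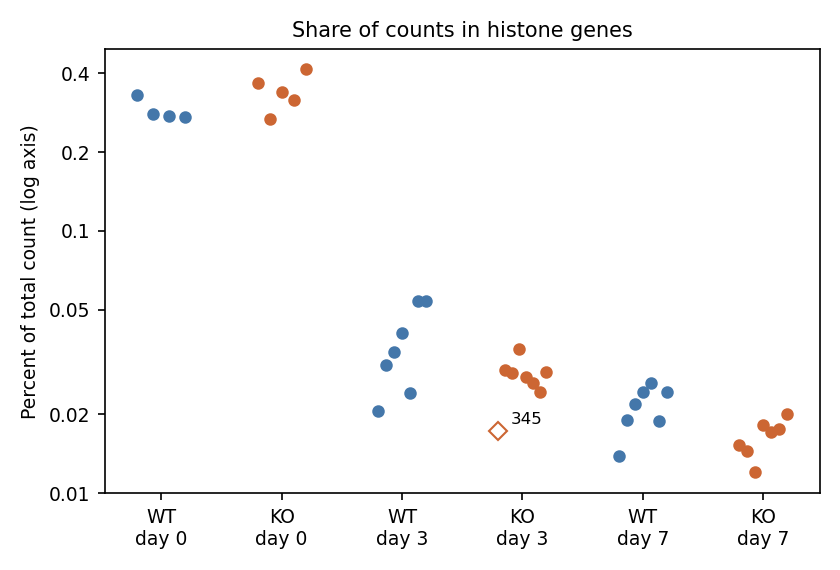
Share of the total count in histone genes (percent, log axis) for each library, by group; each point is one library and the open diamond is the library labelled d3_KO_345. Day 0 libraries lie at 0.266 to 0.413% and all later libraries at 0.012 to 0.0541%.

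The first comparison asked whether Hk2, the targeted gene, was lower in KO libraries. Hk2 (ENSMUSG00000000628; chromosome 6, 82725025 to 82774454, minus strand) is protein-coding and overlaps the antisense gene Gm17034, which the unstranded counting did not separate by strand. On day 0, Hk2 was 337 ± 89.4 CPM (SD, n = 4) in WT and 71.8 ± 29.7 CPM (SD, n = 5) in KO, with a log2 fold change of -2.20 (SE 0.30, edgeR adjusted p 0.0331). On this day the groups did not overlap, with WT libraries at 247 to 439 CPM and KO libraries at 31.2 to 111 CPM. On day 3, Hk2 was 177 ± 48.2 CPM (SD, n = 7) in WT and 148 ± 120 CPM (SD, n = 8) in KO, with a log2 fold change of -0.27 (SE 0.33, edgeR adjusted p 0.802). The library labelled d3_KO_345 had 440 CPM, and the other KO day 3 libraries had 70.9 to 131 CPM, which overlapped the WT libraries at 99.3 to 224 CPM. That overlap came from d3_WT_346 alone (99.3 CPM), as the other WT day 3 libraries had 145 to 224 CPM. Without the library labelled d3_KO_345, the log2 fold change on day 3 was -0.74 (SE 0.18, edgeR adjusted p 0.77). On day 7, Hk2 was 331 ± 122 CPM (SD, n = 7) in WT and 139 ± 69.6 CPM (SD, n = 7) in KO, with a log2 fold change of -1.25 (SE 0.30, edgeR adjusted p 0.291). The groups also overlapped on day 7, with KO libraries at 56.6 to 260.5 CPM and WT libraries at 231 to 598 CPM. The adjusted p counts all genes tested, whereas Hk2 was chosen beforehand. Its unadjusted edgeR p was 9.3e-06 on day 0, 0.433 on day 3 and 0.00075 on day 7. The alternative that moved the day 0 value most was the small intestine covariate, chosen after the data were seen, with -2.75 and an adjusted p of 0.0595 (0.0085 to 0.176 over the fits that each left out one replicate, and 9.67e-11 to 0.0861 over the other alternatives). The DESeq2 Wald test put the day 7 difference at -1.25 with an adjusted p of 0.0135 (up to 0.559 over the alternatives).

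**Figure D2:**
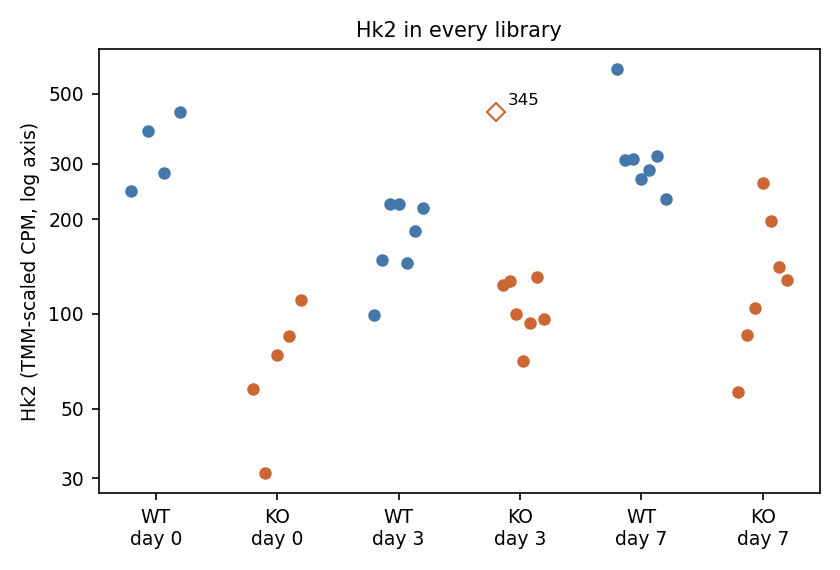
Hk2 level (TMM-scaled CPM, log axis) for each library, by genotype and day; each point is one library and the open diamond is the library labelled d3_KO_345. On day 0 the KO libraries lie at 31.2 to 111 CPM, below the WT libraries at 247 to 439 CPM; on days 3 and 7 the groups overlap, and the diamond lies at 440 CPM.

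Genes that differed between genotypes before colitis were tested on day 0. Of 14944 genes tested, 5 were called, 3 higher and 2 lower in KO, and 1563 had an unadjusted p under 0.05. The DESeq2 Wald test moved this count most, to 177, of which 4 were among the 5. Besides Hk2, the rule named 3 genes. Ces1g (ENSMUSG00000057074; chromosome 8, 93302369 to 93337308) was 29 ± 4.2 CPM (SD, n = 4) in WT and 77.6 ± 16.4 CPM (SD, n = 5) in KO, a log2 fold change of 1.45 (SE 0.16, edgeR adjusted p 0.0137). Mt1 (ENSMUSG00000031765; chromosome 8, 94179089 to 94180325) was 45.8 ± 15.6 CPM (SD, n = 4) in WT and 130 ± 13.7 CPM (SD, n = 5) in KO, a log2 fold change of 1.54 (SE 0.19, edgeR adjusted p 0.0189). Per2 (ENSMUSG00000055866; chromosome 1, 91415982 to 91459324) was 24.6 ± 2.74 CPM (SD, n = 4) in WT and 13.8 ± 0.699 CPM (SD, n = 5) in KO, a log2 fold change of -0.80 (SE 0.10, edgeR adjusted p 0.0189). The fifth gene, Mt4 (ENSMUSG00000031757; chromosome 8, 94137204 to 94139031), was chosen after its values were seen. It had at most 1 count in each WT library and was at least 6.26-fold higher in KO (edgeR adjusted p 0.0331). With the small intestine score as a covariate, 0 genes were called and Ces1g was at 1.36 with an adjusted p of 0.196 (1.11e-14 to 0.196 over the alternatives). The edgeR fit of all 38 libraries did not call Ces1g (adjusted p 0.164), Mt1 (0.27), Per2 (0.476) or Mt4 (0.0599). The DESeq2 Wald test did not call Mt4. Of the fits that each left out one replicate, 7 of 9 called Ces1g, 4 of 9 Mt1 and 4 of 9 Per2. Mt4 had a result in 5 of these fits and was called in 2.

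Genotypes were then compared during colitis. On day 3, 1 of 15461 genes was called, with 1218 at an unadjusted p under 0.05, and on day 7, 1 of 15584 was called, with 2017 at an unadjusted p under 0.05. On both days the gene was Tdpx-ps1 (ENSMUSG00000082431; chromosome 1, 99790429 to 99791025), a processed pseudogene within Cntnap5b that was chosen after its values were seen. It was 0.0742 ± 0.0503 CPM (SD, n = 7) in WT and 1.77 ± 0.771 CPM (SD, n = 8) in KO on day 3, a log2 fold change of 4.6 (SE 0.63, edgeR adjusted p 0.0235). On day 7 it was 0.0719 ± 0.105 CPM (SD, n = 7) in WT and 1.79 ± 0.253 CPM (SD, n = 7) in KO, a log2 fold change of 4.96 (SE 0.57, edgeR adjusted p 0.00407). The library labelled d3_KO_345 had 0.042 CPM, below the highest WT library at 0.281 CPM, whereas the other 14 KO libraries of these days had 1.44 to 2.59 CPM. Without that library, the day 3 adjusted p was 1.14e-05 in edgeR (1.8e-10 to 0.123 over the alternatives). In the other 14 of the 15 fits that each left out one day 3 library, 0 genes were called. In 7 of these the expression filter removed Tdpx-ps1, so that it was not tested, and in the other 7 its adjusted p was up to 0.123. Under the filter on a mean CPM of at least 1, 0 genes were called on either day. On day 0 the groups overlapped in Tdpx-ps1, with 0.236 ± 0.403 CPM (SD, n = 4) in WT, the highest being 0.84 CPM in d0_WT_43, and 0.57 ± 0.768 CPM (SD, n = 5) in KO. Its count was 0 in d0_KO_32 and d0_KO_60 and 1 in d0_KO_24, and 28 in d0_KO_53 (1.6 CPM) and 13 in d0_KO_54 (1.19 CPM).

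**Figure D3:**
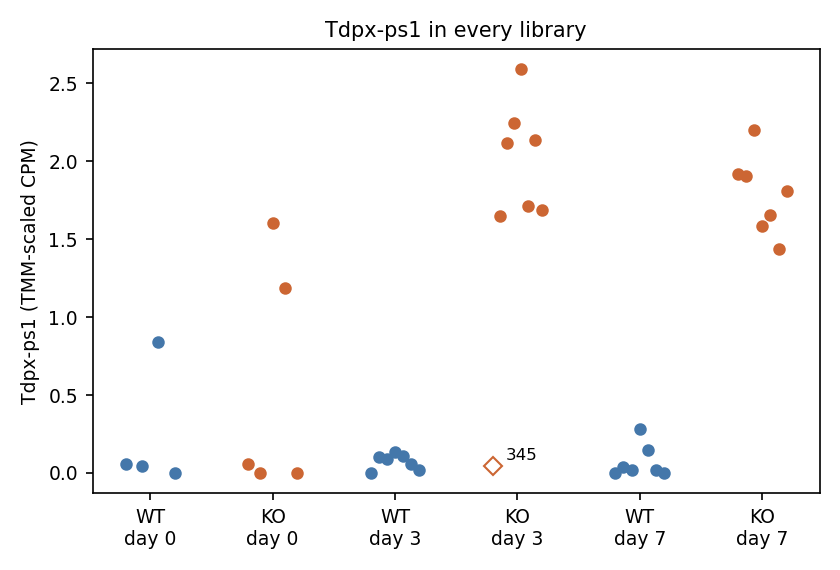
Tdpx-ps1 level (TMM-scaled CPM) for each library, by genotype and day; each point is one library and the open diamond is the library labelled d3_KO_345. On days 3 and 7 the WT libraries reach 0.281 CPM, the diamond lies at 0.042 CPM and the other 14 KO libraries lie at 1.44 to 2.59 CPM, whereas on day 0 the groups overlap.

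A model of all 38 libraries with day and genotype called 4 of 19144 genes, all higher in KO, with 2256 at an unadjusted p under 0.05. All 4 were chosen after their values were seen. Tdpx-ps1 had a log2 fold change of 4.19 (edgeR adjusted p 1.32e-05). Gm25732 (ENSMUSG00000092909; a microRNA gene on chromosome 4) had 2.64 (edgeR adjusted p 1.32e-05), with 11.8 ± 3.8 CPM (SD, n = 4) in WT and 78.2 ± 46 CPM (SD, n = 5) in KO on day 0 and at most 2 counts in each later library. Its DESeq2 Wald test had 1.10 and an adjusted p of 0.464 (8.27e-06 to 0.464 over the alternatives other than leaving out a replicate). Gm15784 (ENSMUSG00000081126; a processed pseudogene on chromosome 6) had 1.69 (edgeR adjusted p 0.0134). Ciapin1 (ENSMUSG00000031781; chromosome 8) had 0.31 (edgeR adjusted p 0.0453), was not called under 5 of the 9 alternatives other than leaving out a replicate (adjusted p 0.00274 to 0.11), and was called in 9 of the 38 fits that each left out one replicate. Hk2 had -1.09 (SE 0.24, edgeR unadjusted p 4.46e-05, adjusted p 0.122). Without the library labelled d3_KO_345, Hk2 had -1.29 (SE 0.18, edgeR adjusted p 0.000186). With every library, Hk2 over all days was called by the DESeq2 Wald test (-1.10, adjusted p 0.00678) and with the immune covariate (-1.34, edgeR adjusted p 0.00274), and its adjusted p was 0.00274 to 0.166 over the alternatives. No gene was called in all 3 comparisons by day in the same direction, a count of 0 beside the unadjusted counts of 1563, 1218 and 2017.

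Ppif, a regulator of the mitochondrial permeability transition, was examined because the title links mitochondria and cell death. Ppif (ENSMUSG00000021868; chromosome 14, 25694154 to 25700468) overlaps the antisense gene Ppifos. It was 56.5 ± 6.11 CPM (SD, n = 4) in WT and 64.1 ± 3.92 CPM (SD, n = 5) in KO on day 0, a log2 fold change of 0.21 (SE 0.09, edgeR adjusted p 0.445). On day 3 it was 136 ± 15 CPM (SD, n = 7) in WT and 127 ± 11.4 CPM (SD, n = 8) in KO, the library labelled d3_KO_345 included, a log2 fold change of -0.11 (SE 0.07, edgeR adjusted p 0.673). On day 7 Ppif was 142 ± 18.9 CPM (SD, n = 7) in WT and 109 ± 12.2 CPM (SD, n = 7) in KO, a log2 fold change of -0.38 (SE 0.10). The day 7 adjusted p was 0.291 over all genes in edgeR and 0.048 over the cell death list alone.

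Lists of genes addressed the same question for metabolism and cell death. None of the 9 camera tests passed after adjustment, and the adjusted p ranged from 0.908 to 0.996. The median log2 fold change of the oxidative phosphorylation list was 0.11 on day 0, where 71 of 77 genes were higher in KO (camera p 0.569). It was -0.16 on day 3 with the library labelled d3_KO_345 included, where 73 of 77 were lower (camera p 0.417), and it reversed to 0.0098 without d3_WT_381. It was -0.24 on day 7, where 75 of 77 were lower (camera p 0.276), and -0.12 without d7_WT_386. On day 0 it ranged from 0.038 to 0.25 over the fits that each left out one replicate. A fixed correlation of 0.01 between genes moved these tests most, to an adjusted p of 1.1e-10 on day 7 (up to 0.949 over the alternatives). The glycolysis list did not count Hk2. On day 0, 2 listed genes were called over the list alone and 0 over all genes, with 2 at an unadjusted p under 0.05. These were Hkdc1 at 0.93 (SE 0.21, edgeR adjusted p 0.0168 over the list) and Eno3 at -0.94 (SE 0.23, edgeR adjusted p 0.019 over the list). In the cell death list on day 7, 1 gene was called over the list alone, Ppif.

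Scores asked whether inflammation and cell composition differed between genotypes. None of the 12 differences passed after adjustment. The inflammation score differed by -0.10 on day 0, 0.44 on day 3 and 0.01 on day 7 between KO and WT, with adjusted p of 0.936, 0.936 and 0.985 in exact permutation tests. Leaving out the library labelled d3_KO_345 moved these differences most, the one on day 3 to 0.08. The one on day 7 was reversed in 8 of the 14 fits that each left out one replicate. It ranged from -0.27 without d7_KO_420 to 0.30 without d7_WT_356. The smallest exact p was that of the immune score on day 3, 0.0292 (adjusted 0.351), for a difference of 0.58 that was 0.45 without the library labelled d3_KO_345. KO libraries were at 0.657 to 1.99 and WT libraries at -0.36 to 1.08. From day 3 to day 7 the inflammation score rose by 4.30 in WT, from 1.33 ± 0.43 to 5.63 ± 1.00 (SD, n = 7 and n = 7, exact permutation p 0.000583, the smallest possible). In KO it rose by 3.87, from 1.77 ± 1.11 to 5.64 ± 0.96 (SD, n = 8 and n = 7, exact permutation p 0.000466), where the smallest possible was 0.000155. It rose by 4.22 in KO without the library labelled d3_KO_345.

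**Figure D4:**
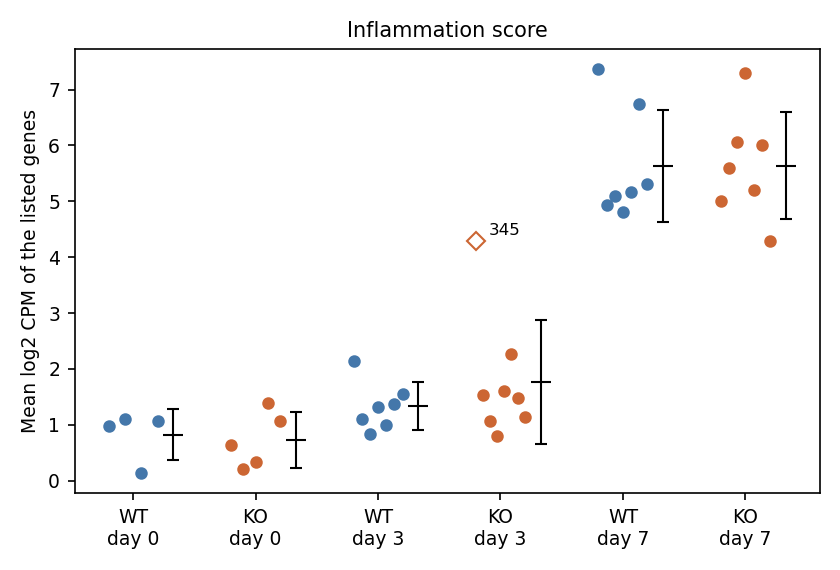
Inflammation score (mean log2 CPM of the listed genes) for each library, by genotype and day; each point is one library, bars show mean and SD of the group, and the open diamond is the library labelled d3_KO_345. Day 7 libraries lie at 4.29 to 7.36, the diamond at 4.29 and the other day 3 libraries at 0.81 to 2.26.

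The course of colitis was followed within each genotype from day 3 to day 7, days that share a library series. In WT, 3002 of 15541 genes were called, 1650 higher and 1352 lower on day 7, and 1319 of them changed at least 2-fold. This minimum change moved the counts of the time comparisons most. In KO, 3008 of 15568 genes were called, 1633 higher and 1375 lower, and 1261 changed at least 2-fold. In both genotypes, 1871 genes were called, all in the same direction. Of the 14 genes of the immune list, 13 were called higher on day 7 in WT (median log2 fold change 2.37). In KO, the library labelled d3_KO_345 included, all 14 were (median 2.04). The counts do not separate a change in immune cell content from changes within epithelial cells. Across 15302 genes, which are not independent replicates, the changes in WT and KO had a Pearson correlation of 0.903, and the slope of KO on WT was 0.773. In WT, Mmp8 (ENSMUSG00000005800) was at least 106-fold higher (edgeR adjusted p 0.000131) and Retnlg (ENSMUSG00000022651) at least 155-fold higher (edgeR adjusted p 5.53e-05) on day 7. These bounds rest on day 7 means. The WT libraries then spread over 0.797 to 67.8 CPM for Mmp8 and 3.72 to 84.8 CPM for Retnlg, both highest in d7_WT_419. Mptx1 (ENSMUSG00000026531) had a log2 fold change of -5.29 (SE 1.18, edgeR adjusted p 0.00576) and Itih2 (ENSMUSG00000037254) of -4.34 (SE 0.55, edgeR adjusted p 0.000115). In KO, log2 fold changes were 7.36 for Mmp8 (SE 1.20, edgeR adjusted p 0.000428) and 6.95 for Lcn2 (ENSMUSG00000026822; SE 1.19, edgeR adjusted p 0.000648). They were -8.16 for Mptx1 (SE 1.04, edgeR adjusted p 6.9e-05) and -5.58 for Itih2 (SE 0.53, edgeR adjusted p 1.16e-05). These KO directions include the library labelled d3_KO_345. Over the fits that each left out one replicate, Mmp8 in KO ranged from 5.81 to 9.26 and Lcn2 from 4.85 to 8.27. Both were lowest without d7_KO_420 and highest without the library labelled d3_KO_345. Hk2 changed by 0.92 in WT (SE 0.22, edgeR adjusted p 0.00771) and by -0.08 in KO (SE 0.39, edgeR adjusted p 0.924). Without the library labelled d3_KO_345 the change in KO was 0.40 (edgeR adjusted p 0.333), and it was also positive without d7_KO_366 (0.057) or d7_KO_367 (0.011).

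**Figure D5:**
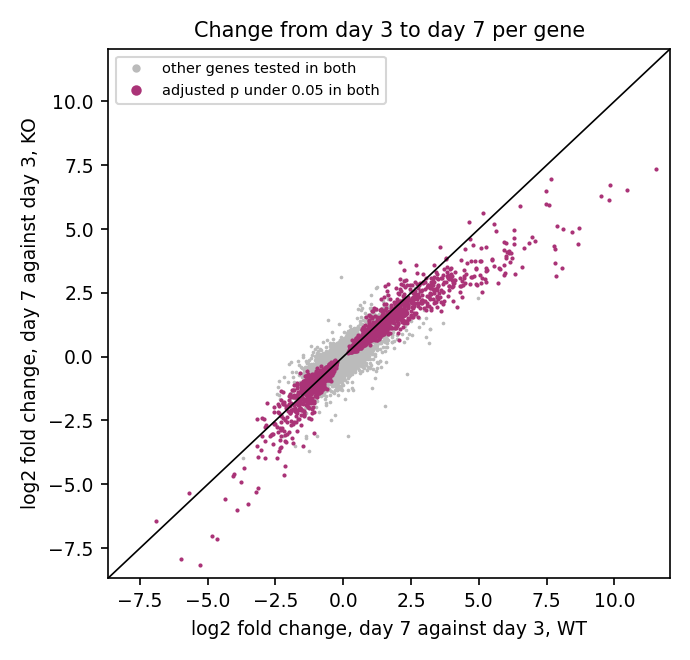
Log2 fold change of each gene from day 3 to day 7 in WT (horizontal axis) and in KO (vertical axis, with the library labelled d3_KO_345 included); each point is a gene tested in both, coloured points are the 1871 genes called in both, and the line marks equal change. The Pearson correlation across 15302 genes is 0.903 and the slope of KO on WT is 0.773.

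Comparisons with day 0 addressed the onset of colitis and hold the difference in library series described above. In WT, 7893 of 17152 genes were called between day 3 and day 0, 3500 higher and 4393 lower, and 9919 of 17428 between day 7 and day 0, 4837 higher and 5082 lower. In KO, with the library labelled d3_KO_345 included, 7409 of 16010 genes were called between day 3 and day 0, 3619 higher and 3790 lower, and 8938 of 16367 between day 7 and day 0, 4466 higher and 4472 lower. Changes of at least 2-fold numbered 3453 and 4931 in WT and 2434 and 3947 in KO. Both genotypes shared 5182 calls for day 3, 5174 of them in the same direction, and 6880 for day 7, 6870 of them in the same direction. In WT on day 3, log2 fold changes were 5.38 for St3gal5 (SE 0.79, edgeR adjusted p 8.86e-05) and -14.45 for Rmrp (SE 0.41, edgeR adjusted p 9.73e-12), and Rn7s2 was at least 241-fold lower. The Rn7s2 bound rests on the mean of WT day 0. The libraries of that group spread over 1.05 to 119 CPM, highest in d0_WT_46, so the bound need not hold for each of them. In WT on day 7, Mmp8 was at least 83.8-fold higher, and log2 fold changes were 9.58 for S100a9, -13.75 for Rmrp and -12.07 for Rpph1. In KO on day 3, log2 fold changes were 5.92 for Hoxd13, 4.26 for Cxcl2 (SE 1.40, edgeR adjusted p 0.021) and -14.28 for Rmrp, and Gm25732 was at least 745-fold lower. Without the library labelled d3_KO_345, Cxcl2 was at 2.00 (edgeR adjusted p 0.000465, 8.48e-06 to 0.0575 over the alternatives). In KO on day 7, Clec4e was at least 78.8-fold higher, C5ar1 at least 20.4-fold higher and Gm25732 at least 991-fold lower, and Rmrp had a log2 fold change of -14.85. Rmrp, Rpph1, Rn7s2 and Gm25732 are noncoding RNA genes in the annotation. Their falls cannot be read as effects of colitis, because day 0 libraries are of another series.

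Interactions tested whether the genotype difference changed between days. Between days 0 and 3, 0 of 18458 genes were called and 2492 had an unadjusted p under 0.05. Between days 3 and 7, 0 of 16371 were called and 440 had an unadjusted p under 0.05. Both tests include the library labelled d3_KO_345. Between days 0 and 7, 1 of 18830 was called, Per2, and 2544 had an unadjusted p under 0.05. The Per2 interaction was 1.64 (SE 0.24, edgeR adjusted p 0.00873), with 18.4 ± 5.24 CPM (SD, n = 7) in WT and 32.2 ± 6.67 CPM (SD, n = 7) in KO on day 7. The alternative that moved these counts most was leaving out d7_KO_420, which gave 279 calls between days 0 and 7, and the DESeq2 Wald test gave 174. For Hk2 the interaction was 1.92 between days 0 and 3 (SE 0.52, edgeR adjusted p 0.188), 0.98 between days 0 and 7 (SE 0.46, edgeR adjusted p 0.357) and -0.98 between days 3 and 7 (SE 0.47, edgeR adjusted p 1.00).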

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

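The tests of the library labelled d3_KO_345, of the sex of the day 0 mice, of the mitochondrial share, of d7_WT_356, of d3_KO_385 and of the single distant libraries were chosen only after the result was seen. Of 90 groups of values examined for a library far from the others of its group, 17 had one, where chance gives 4.5. These values came from several measures of the same libraries, so they are not independent, and 5 of the 17 belong to the library labelled d3_KO_345.

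The library labelled d3_KO_345 was far from the other KO day 3 libraries in Hk2 (440 CPM, others 70.9 to 131), Ces1g (45.4 CPM, others 94.5 to 128), Mt1 (38.6 CPM, others 111 to 189), Tdpx-ps1 (0.042 CPM, others 1.65 to 2.59) and the inflammation score (4.29, others 0.81 to 2.26). A mislabelled genotype would give it the Tdpx-ps1 level of a WT library, and 0.042 CPM was below the WT maximum of 0.281 CPM over 14 WT libraries, while the other 14 KO libraries of days 3 and 7 were at 1.44 CPM or more. On day 0, however, Tdpx-ps1 did not follow the genotype: it was 0.061 CPM in d0_KO_24 and 0 in d0_KO_32 and d0_KO_60, all with low Hk2, and 0.84 CPM in d0_WT_43. A low Tdpx-ps1 level alone therefore does not mark a WT animal. Depth was tested as a cause, and its total of 46.9 M was within the 27.6 to 47.6 M of the other KO day 3 libraries. An exchange of labels with d3_WT_346, the library next to it in number, would give that library KO levels. It had a Tdpx-ps1 count of 0, whereas the other KO day 3 libraries had at least 49. Its Hk2, however, was 99.3 CPM, below the other WT day 3 libraries (145 to 224 CPM) and within the other KO day 3 libraries, and its Ciapin1 was 38.1 CPM (other WT 24.9 to 30.6, other KO 31.7 to 42.2 CPM). Its Per2 (39.3 CPM) and Mt4 (1.05 CPM) were also above the other WT (at most 27.8 and 0.666 CPM) and within the other KO. Its Gm15784 (0.043 CPM, 2 counts) was within the other WT and below the other KO (at least 0.118 CPM). The genes disagree, so an exchange cannot be excluded. The library labelled d3_KO_345 was within the other WT and below the other KO in Ciapin1 (29.1 CPM) and Gm15784 (0.063 CPM). This was not so for its Per2 (28.9 CPM) or Mt4 (0.336 CPM). A mislabelled day would give it the inflammation score of a day 7 library, and 4.29 was at the lowest day 7 score of 4.29 and above all other day 3 scores, the highest of which was 2.26. Cxcl2 was 46.7 CPM in this library and 1.22 to 2.41 CPM in the other KO day 3 libraries, a fact chosen after the values were seen. A mislabelled day would also give it the levels of day 7 in Mptx1 and Itih2, the genes named above as lower on day 7 than on day 3. Mptx1 was 340.1 CPM, above all 14 day 7 libraries (at most 92.5 CPM) and within the other KO day 3 libraries (280.3 to 5609.8 CPM). Itih2 was 4.96 CPM, also above all 14 day 7 libraries (at most 0.985 CPM) and within the other KO day 3 libraries (4.13 to 19.1 CPM). These values go against a day 7 sample. The library also lay outside the WT day 3 libraries in Hk2 (at most 224 CPM), Ces1g (at least 53.4 CPM) and Mt1 (at least 76.6 CPM), so a WT genotype alone would not account for its values. Stronger inflammation on day 3, in an animal of either genotype, may contribute, and a mislabelled genotype remains possible. An animal in which Cre did not act would also keep Hk2, and the labels give no test of it. No biological explanation is given by the design.

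d3_WT_381 had the lowest total of its group (26.7 M, others 41.2 to 50.1 M), the highest mitochondrial share (41.7%, 95% Wilson interval 41.7 to 41.8%) and the fewest genes detected (19084, others 21780 to 22381). Counts outside the mitochondrial genome were thinned to 15.6 M in every WT day 3 library. It then had 19051 genes and the others 19492 to 20243, so depth may account for most of the gap, and it was still the lowest. The mitochondrial share was also high in d0_KO_32 (61.7%, 95% Wilson interval 61.7 to 61.8%) and d7_WT_386 (26.6%, 95% Wilson interval 26.6 to 26.6%). Low depth as the common cause was tested by total counts, and 2 of the 3 libraries had the lowest total of their groups. d0_KO_32 had the highest total of its group, 17.5 M. Totals include the mitochondrial counts, which were 61.7% in this library, so they cannot decide whether low depth was the cause. Depth outside the mitochondrial genome was not compared for d0_KO_32 or d7_WT_386. Other causes, such as damaged cells, were not tested, and the design gives no biological explanation.

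Hk2 was highest in d7_WT_356 (598 CPM, others 231 to 318), which also had the highest inflammation score of its group, 7.36 (lowest 4.81). The highest inflammation score and the highest Hk2 level of a group also fell on one library in d7_KO_420 (7.30 and 260.5 CPM) and in the library labelled d3_KO_345, but not in the other groups. On day 3, d3_WT_346 had the highest score of WT (2.14) and the lowest Hk2 level (99.3 CPM). A higher degree of inflammation may therefore go with the Hk2 level of some libraries, and no correlation was tested. The small intestine score was highest in d3_KO_385 (2.28, others 0.29 to 0.65). If small intestine had replaced colon in this sample, its colon score would be low, and it was 8.07, above the others at 7.35 to 7.99. A smaller admixture was not tested.

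Among the remaining libraries far from their groups, d0_WT_43 had the lowest inflammation score (0.138, others 0.979 to 1.11). d0_WT_31 had the highest immune score (0.632, others 0.141 to 0.22) and the highest epithelial score (9.95, others 9.64 to 9.69). d3_KO_392 had the lowest Per2 level (14.8 CPM, others 27.2 to 45.1) and d7_KO_420 the highest Mt1 level (462 CPM, others 87.8 to 160). For library depth as a cause, 1 of these 4 libraries had the lowest or the highest total of its group, so depth did not account for them together. No biological explanation was tested, and chance alone gives 4.5 such groups among 90.

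Xist, which is not part of any comparison, was at 409 CPM in d0_WT_31 and 235 CPM in d0_KO_32, and at 0.186 to 1.54 CPM in the other day 0 libraries. If these were female mice, genes on the Y chromosome would be near 0, and their sum was at most 2.86 CPM in both libraries. That is 1.05% of the median of the other day 0 libraries. A mixture of male and female material was assumed to keep at least 10%, so one with a smaller male share is not excluded. Both libraries are consistent with female mice, while the labels state male mice for the colitis experiment and no sex for untreated mice. With sex as a covariate, 149 genes were called between genotypes on day 0.

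The genotype difference in Per2 changed between days 0 and 7, with an interaction of 1.64 (edgeR adjusted p 0.00873). KO libraries were all below WT libraries on day 0, at 12.8 to 14.8 and 21.8 to 27.4 CPM, and all above them on day 7, at 26.8 to 46.2 and 11.3 to 26.2 CPM. Tissue taken at different times of day would move other clock genes with Per2. A clock phase score without Per2 changed by -0.17 (exact two-sided permutation p 0.582). The sex of the day 0 mice was another candidate cause, and with sex as a covariate the adjusted p was 0.0135 (3.08e-06 to 0.108 over the alternatives). Of 100 splits of the libraries, 3, the real one included, gave as many genes for this interaction. Day 0 libraries are of another series, which includes both genotypes, and its effect on a genotype difference cannot be told apart from that of the day. A change of the genotype difference with colitis is therefore a hypothesis.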

How the results depend on the processing

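Of the tests in this part, those with the small intestine covariate were chosen only after the result was seen. No paired analysis was possible because the groups share no replicate numbers. Scaling by DESeq2 size factors moved the median change of all genes by less than 0.1 in each comparison. The cause was not tested for the changes below unless a value is given for it.

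The counts of genes called between days within a genotype stayed within 1.5 times their value under every alternative except the minimum fold change. With an absolute log2 fold change of at least 1 they were 3453 (day 3 against 0), 4931 (day 7 against 0) and 1319 (day 7 against 3) in WT, and 2434, 3947 and 1261 in KO. The DESeq2 Wald test called 7805 of the 7893 genes called between days 3 and 0 in WT.

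The counts between genotypes were not stable. The DESeq2 Wald test called 177 genes on day 0, 2 on day 3, 83 on day 7 and 19 over all days, and 94 and 174 for the interactions of days 3 and 7 with day 0. It shared 4, 1, 1 and 3 of the genes called by edgeR in the genotype comparisons. Without a filter, 52 genes were called on day 0 and 2 on day 7. With a mean CPM of at least 1, which Tdpx-ps1 did not reach, 0 genes were called on day 3 and 0 on day 7 (1218 and 2017 had an unadjusted p under 0.05 under the expression filter of edgeR). With this minimum, 1 gene was called over all days. With lane 1 alone, 2 genes were called over all days. The fit of all 38 libraries called 38 genes on day 7, and 2 and 4 for the interactions of days 3 and 7 with day 0. On day 0, 2 genes were called with the immune covariate, 149 with the sex covariate and 0 with the small intestine covariate, and the sex covariate called 1 gene for the interaction of days 0 and 3. The edgeR fit of all 38 libraries lost the day 0 calls of Ces1g (adjusted p 0.164), Mt1 (0.27), Per2 (0.476) and Mt4 (0.0599).

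Across the fits that each left out one replicate, 0 to 37 genes were called on day 0, 0 to 1 on day 3, 1 to 2 on day 7 and 3 to 7 over all days. On day 3, 14 of 15 fits called 0 genes (1218 had an unadjusted p under 0.05 with every library), and the fit without the library labelled d3_KO_345 called 1, Tdpx-ps1. In 7 of the 14 fits the expression filter removed Tdpx-ps1, so that its call was lost without a test. The interaction of day 3 with day 0 gave 0 to 82 genes, that of day 7 with day 0 gave 0 to 279, and that of day 7 with day 3 gave 0, with 440 at an unadjusted p under 0.05 with every library.

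Hk2 stayed lower in KO on each day under every alternative run. On day 0 it was not called with robust dispersions (-2.20, adjusted p 0.0861), the immune covariate (-2.15, 0.0551) or the small intestine covariate (-2.75, 0.0595), where the range over these and the other alternatives with every library was 9.67e-11 to 0.0861. Leaving out one replicate gave -2.40 to -2.00, called in 3 of 9 fits. On day 7 only the DESeq2 Wald test called it (-1.25, adjusted p 0.0135, up to 0.559 elsewhere). Over all days Hk2 was called by the DESeq2 Wald test (-1.10, adjusted p 0.00678) and with the immune covariate (-1.34, 0.00274), with up to 0.166 over the other alternatives with every library. Ppif on day 7 was called by the DESeq2 Wald test (-0.38, adjusted p 0.0497) and the fit of all 38 libraries (-0.38, 0.05), with up to 0.618 elsewhere. Its interaction of days 0 and 7 (-0.56, edgeR adjusted p 0.167) was called by the DESeq2 Wald test (0.0241) and in 1 of 23 fits without one replicate. Its change from day 3 to day 7 in KO (-0.21, edgeR adjusted p 0.0596) was called by the DESeq2 Wald test (0.0449). That change was also called with lane 1 alone (edgeR 0.0401) and in 4 of 15 fits without one replicate. The change of Hk2 from day 3 to day 7 in KO ranged from -0.31 to 0.40 over the fits that left out one replicate, and was positive without the library labelled d3_KO_345 (0.40), d7_KO_366 (0.057) or d7_KO_367 (0.011).

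A fixed correlation between genes called the oxidative phosphorylation list on day 0 (0.11, adjusted p 0.00051), day 3 (-0.16, 1.06e-06) and day 7 (-0.24, 1.1e-10), where the largest p over the alternatives was 0.995, 0.996 and 0.949. The glycolysis list on day 7 reversed with a mean CPM of at least 1 (-0.0049). Some small differences changed sign when one replicate was left out. For lists they ranged from -0.073 to 0.046 (cell death, day 0), -0.019 to 0.064 (cell death, day 3), -0.0073 to 0.12 (glycolysis, day 3), -0.097 to 0.064 (glycolysis, day 7) and -0.21 to 0.0098 (oxidative phosphorylation, day 3). For scores they ranged from -0.067 to 0.042 (epithelial, day 0), -0.052 to 0.022 (epithelial, day 7), -0.30 to 0.033 (immune, day 0), -0.33 to 0.033 (inflammation, day 0), -0.27 to 0.30 (inflammation, day 7), -0.21 to 0.34 (stromal, day 3) and -0.085 to 0.32 (stromal, day 7). The inflammation score rose from day 3 to day 7 without any one replicate, by 4.01 to 4.43 in WT and 3.59 to 4.22 in KO. Over the other alternatives, which include means of z-scores, it rose by 1.66 to 4.49 in WT and 1.52 to 4.03 in KO.

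For the 47 results on single named genes, 755 of 819 fits without one replicate kept direction and side of the threshold, 54 were weaker, 7 stronger and 3 reversed. Of 417 other fits, 19 were weaker, 5 were stronger and the rest kept both. The 47 results leave out Hk2 and Ppif between genotypes on single days, and fits whose filter removed the gene are not counted. Among genotype comparisons, leaving out one replicate changed 29 of 38 fits for Ciapin1, 7 of 8 for Tdpx-ps1 on day 3 and 5 of 9 for Mt1. It changed 0 of 14 for Tdpx-ps1 on day 7 and 0 of 38 for Gm15784. Depth limits genes near the floor, such as Tdpx-ps1 and Gm15784, and a level below the floor of 0.0495 to 0.286 CPM could not be judged in a single library.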

Other observations

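The tests on neighbours and parent genes of Tdpx-ps1 other than shared reads, on chromosome 8 with every library, on small intestine genes and on library preparation were chosen only after the result was seen.

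Splits of the libraries into groups of the same sizes were drawn for each result of a model across genes, and each count of splits given here includes the real split. For KO against WT, 2 of 100 splits gave as many genes on day 0 (up to 639), 3 of 100 on day 3 (up to 1054) and 2 of 100 on day 7 (up to 1). Over all days, 9 of 100 splits gave as many genes (up to 87), so this count was within what regrouped libraries give. The count of 0 shared genes was reached by all 100 splits, beside the unadjusted counts of 1563, 1218 and 2017 on the 3 days. Any split reaches a count of 0, so this outcome was fixed in advance. Each of the 6 comparisons between days was reached by 1 of 100 splits, the real one. The largest counts in the other splits were 54, 9 and 1646 in WT and 3279, 1799 and 1 in KO, for days 3 and 7 against 0 and day 7 against 3. For the interactions, as many genes were given by all 100 splits (days 0 and 3), 3 of 100 (days 0 and 7) and all 100 (days 3 and 7). Where all 100 splits are given, the real count was 0, which any split reaches. The largest counts in the other splits were 3 for days 0 and 3 and 581 for days 3 and 7.

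For the gene lists, with the real split again included, a camera p as small was given by 67, 64 and 100 of 100 splits for glycolysis on days 0, 3 and 7. For oxidative phosphorylation these were 60, 64 and 26 of 100 splits, and for cell death 85, 78 and 71 of 100 splits. On day 7, where 75 of 77 oxidative phosphorylation genes were lower in KO, 26 of 100 splits thus gave a camera p as small.

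Tdpx-ps1 separated the genotypes on days 3 and 7 in all libraries but the one labelled d3_KO_345. Reads shared with its closest gene by sequence were tested: Prdx2 is 96.3% identical over 597 bases, and its log2 fold change on day 7 was -0.26 (edgeR adjusted p 0.531). The gain of Tdpx-ps1 in KO on day 7 was 1.71 CPM and the SD of Prdx2 there was 13.1 CPM, so reads of this number would not show in Prdx2, and shared reads cannot be excluded. Variation linked to the locus would move its neighbours, and 2 of 17 genes within 5 Mb had an unadjusted p under 0.05 (permutation p 0.607). In the scan of 402 windows below, however, chromosome 1 from 95 to 100 Mb, which holds Tdpx-ps1, had rank 5. Its mean absolute z was 1.45, and the median of the windows was 1.03. Tdpx-ps1 itself is 1 of the 17 genes of this window and had an unadjusted edgeR p of 8.09e-10 over all days, so it raised this mean. Whether the window would rank high without Tdpx-ps1 was not tested. Gm15784, the other pseudogene called over all days, is closest to Nacc1, 97.4% identical over 833 bases. Both of the 2 closest genes, Prdx2 and Nacc1, lie on chromosome 8, at 85.0 and 84.7 Mb. A strain variant of a parent gene in a chromosome 8 segment inherited with the KO genotype would send reads to these pseudogenes on day 0 as well. There, Tdpx-ps1 had 1, 0 and 0 counts in d0_KO_24, d0_KO_32 and d0_KO_60, 28 and 13 counts in d0_KO_53 and d0_KO_54, and 12 counts in d0_WT_43, with 0 to 1 in the other WT libraries. Hk2 itself lies on chromosome 6. These values go against a variant carried by all KO animals and no WT animal. A variant carried by some animals of both genotypes could give them, as a hypothesis that the counts alone cannot test. Gm15784 had at most 3 counts in each day 0 library, which is the floor, so it could not be judged there. Ces1g, Mt1, Mt4 and Ciapin1 also lie on chromosome 8, between 93302369 and 94838358.

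Clustering of genotype differences on chromosome 8 was tested over 402 windows of 5 Mb. The highest was chromosome 8 from 90 to 95 Mb, where 50 genes had a mean absolute z of 1.57, and 0.127 of 1000 shuffles of gene positions had as high a window. Without the library labelled d3_KO_345 this share was 0.0889, and the window was the same. Chance placement of genes therefore remains a candidate explanation. In the segment from 80 to 100 Mb, chosen after the values were seen, 21.6% of genes had an unadjusted p under 0.05 on day 7, against 12.9% elsewhere, and 1.31% of runs of as many neighbouring genes had as many. These values were 13.9%, 10.4% and 12.1% on day 0, 10.9%, 7.86% and 11.4% on day 3, and 19.4%, 11.7% and 0.623% over all days, so the share in the segment was not unusual on days 0 and 3.

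Small intestine material was tested as a candidate explanation for the genotype difference on day 0. The small intestine score was 2.31 ± 1.65 (SD, n = 5) in KO and 0.37 ± 0.55 (SD, n = 4) in WT on day 0 (exact two-sided permutation p 0.0476, the smallest possible being 0.00794). With this score as a covariate, Ces1g had 1.36 (edgeR adjusted p 0.196, range over the alternatives 1.11e-14 to 0.196) and 0 genes were called, while 1563 had an unadjusted p under 0.05 without the covariate. The log2 fold changes of the genes named on day 0 moved little, from 1.45 to 1.36 for Ces1g, from 1.54 to 1.39 for Mt1 and from -0.80 to -0.75 for Per2, and that of Hk2 went from -2.20 to -2.75. The score thus took up little of these differences, although the calls were lost. The cause of that loss was not tested.

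Library preparation is a candidate explanation for part of the difference between day 0 and later days. The lowest histone share of a day 0 library was 0.266%, above the highest later share of 0.0541%, and histone transcripts, Rmrp, Rpph1 and Rn7s2 are mostly lost when polyadenylated RNA is selected. The labels state the same mRNA kit for all libraries. Rmrp had group means of 2903 CPM (WT) and 3328 CPM (KO) on day 0, and of 0.114 to 0.261 CPM on later days. For Rpph1 these were 3179 and 4588 CPM on day 0, and 0.502 to 0.949 CPM later. Day and library series cannot be told apart here, so these falls cannot be read as effects of colitis.

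The smaller change from day 3 to day 7 in KO may be due to the library labelled d3_KO_345. The SD over 10718 genes of the changes in KO was 0.846 times that in WT with the library and 0.977 times without it, and the calls in KO rose from 3008 to 3425. Leaving out d7_KO_420 instead raised the calls to 3518, so the rise in calls is not specific to the library labelled d3_KO_345.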
